A study of Mus musculus with 20 samples. Its data were reported in "DNA Methylation Restricts Lineage-specific Functions of Transcription Factor Gata4 during Embryonic Stem Cell Differentiation" (2013).

How the data were processed

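Expression was measured on 20 Affymetrix MOE430v2 arrays, 2 for each of 10 groups. The groups were wild-type mouse ES cell lines (WT) and lines lacking Dnmt3a and Dnmt3b (DKO), each in 5 states. ES cells were undifferentiated and carried the Gata4GR transgene, in which Gata4 is fused to the ligand-binding domain of the glucocorticoid receptor. Primitive endoderm (PE) came from these ES cells after 4 days with 100 nM dexamethasone (Dex), which activates the fusion protein. Flk1(+) mesoderm was sorted for Flk1 and PDGFRα after differentiation on type IV collagen. Dex- and Dex+ cells were sorted mesoderm cultured for 4 more days without or with Dex. In the Flk1(+) groups the arrays of replicate 1 came from the parental lines without the transgene, and those of replicate 2 from the transgenic clones. The labels call the 2 arrays of a group biological replicates, and the methods of the study say that the RNA came from independent experiments. There was 1 transgenic clone per genotype, so genotype and line cannot be separated in these data.

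The deposited values are log2 probe set summaries made by the authors with RMA, that is background correction, quantile normalization and median polish of the raw intensities. The version of the tool is not stated, and it is not stated whether all 20 arrays were summarized together. RNA had been labelled in 2 cycles from 50 ng of total RNA. All 45101 probe sets were present in every array, 64 of them control probe sets. These are arrays: their number limits the precision, and an array has no sequencing depth. The scan day and chip lot of each array were taken from the deposited experiment information and used as batches. Raw intensities were not used here, nor was a detection limit, so that large changes from low values are not exact.

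Probe sets were assigned to genes with the platform annotation, and names were brought to those of the mouse gene table for the assembly GRCm38.p6, which was also used to place genes on chromosomes. 34958 probe sets had 1 gene symbol, 932 had several and 9211 had none here. Each of 18194 genes was represented by the probe set with the highest mean over the 20 arrays, a choice that does not use the groups. For 9012 genes there was more than 1 probe set. Probe sequences were not used to assign the Gata4 probe sets to the endogenous gene or the transgene.

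A linear model with 1 mean per group was fitted to all 20 arrays with limma (version 3.58.1, in R 4.3.3), with moderated variances (10 residual and 4.54 prior degrees of freedom). A gene passed where the p-value adjusted by the Benjamini-Hochberg method was under 0.05 and the change was at least 2-fold. Rose, fell, higher and lower are used of genes only for changes that passed. There were 16 comparisons: DKO against WT in each of the 5 states, PE and Flk1(+) cells against ES cells, Dex- against Flk1(+) cells, Dex+ against Dex- cells and Dex+ cells against PE in each genotype, and the difference between the Dex response of DKO and WT cells (the interaction). Changes are given on the log2 scale, with the standard error of the model after ±. Group means are given ± SD over 2 arrays. The exact permutation test of 2 against 2 arrays can give no two-sided p below 0.333.

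For every comparison the 8 largest increases and 8 largest decreases past the threshold were named, except 1 gene that is not reported here. The 2 arrays of a group had to lie both above or both below those of the other group, and in the interaction those of the DKO response had to be separated. Clone and locus names were left out. The members of the gene lists with the largest changes, up to 6 per list, were named too, those that did not pass as values only. Dnmt3a, Dnmt3b and Gata4 were followed in every array.

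Gene lists were written from general knowledge of the cell types before the data were examined, as were the comparisons, the thresholds and most alternatives. They were pluripotency, primitive endoderm, visceral endoderm secreted proteins, parietal endoderm and basement membrane, definitive and gut endoderm, epithelial junctions and keratins, nascent mesoderm, lateral plate mesoderm, smooth muscle and mural cells, fibroblast and mesenchymal matrix, cardiac, endothelial, hematopoietic, germline, antigen presentation and interferon, neuroectoderm, trophoblast, imprinted genes, glucocorticoid receptor targets, cell cycle, stress and p53, and DNA methylation machinery. Study groups 1 and 2 are genes the study picked for a strong Gata4 response of DKO cells in OP9 co-culture. Other arrays and samples were used. Group 1 responded in ES cells too and group 2 did not. Neither is independent evidence, and tests against PE partly repeat this choice. The 24 lists held 458 entries, of which 432 were measured, 14 of these under an older symbol, and 20 genes stood in 2 lists. Each list was tested against all other genes with camera at an inter-gene correlation of 0.01 and again with the correlation estimated from the data, and with fry, with p-values adjusted over the 24 lists of a comparison. Leaned is used of lists that passed with camera while most members did not or that were lost with the estimated correlation. Second counts (within the list) are those higher and lower when adjusted over the list alone; where none are given they were the same as over all genes.

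Principal components were computed with prcomp on centred, unscaled values of all genes. The position of each Dex+ array between Dex- cells and PE was the projection on the line from the mean of Dex- cells (0) to the mean of PE (1) of the same genotype. The overlap of the Dex response with the response of ES cells on becoming PE was tested with a one-sided Fisher test, and the groups compared share no arrays. The 2 Dex responses share no arrays with each other either, and the genotype comparisons of different states share none. The interaction shares its arrays with the Dex responses.

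Arrays of 1 state and the same replicate number often shared a scan day. The correlation of their deviations from the group means was 0.36 in PE, 0.31 in Flk1(+) cells, 0.28 in Dex+ cells, 0.19 in ES cells and 0.18 in Dex- cells, so a block for pairs within a state was tried. Its values are given where it changed a call or moved a count by more than 1.5 times. Comparisons between states were not paired, since their arrays shared only a number. WT Dex- and Dex+ arrays also correlated at 0.36, so a block over Dex- and Dex+ cells of a genotype was added. Scan day was used as a block where the days overlapped between groups. The ES arrays were scanned alone on a day of their own, so that the comparisons with ES cells could not be fitted with this block.

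The alternatives were the fit on only the arrays compared, array weights, a trended and robust prior, and leaving out the lowest 40% of genes. Probe sets that can cross-hybridise were left out, all probe sets of a gene were averaged, or every probe set was tested on its own. Arrays were centred on their medians or quantile-normalized again. SAM replaced limma, or genes were called at an unadjusted p under 0.01 with a change over 4-fold. Replicate number, scan day and chip lot were used as blocks, and each array was left out in turn. For the other results they were components of unit variance or of the 3000 most variable genes, the WT axis or the genes of the other genotype for the position, and overlaps with no fold limit. SAM was written for this work with the 6 regroupings that 2 against 2 arrays allow. Alternatives added after the data were seen are named below.

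The steps were tested on simulated data with the spread of DKO Dex+ and Dex- arrays and 18194 genes. Of 50 changed genes per size, limma called 23, 44, 47 and 50 at log2 changes of 1, 1.5, 2 and 3, and SAM 15, 37, 46 and 48, with 5 and 7 false calls. Camera called a shifted list and did not call an unchanged list. A mixture of equal parts got a position of 0.496. In the interaction 151 of 200 changed genes were called, with 15 false calls. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for figures.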

Results

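Log2 expression values of 18194 genes were compared between WT and DKO cells in 5 states: ES cells, PE, sorted Flk1(+) mesoderm, and mesoderm cultured on for 4 days without Dex (Dex-) or with Dex (Dex+), which activates Gata4GR. There were 2 arrays per group, labelled biological replicates. The 2 arrays of a group correlated at 0.979 (WT Flk1(+) cells) to 0.995 (WT and DKO PE). Between the replicates 880 genes were at least 2-fold apart in WT and 698 in DKO Flk1(+) cells, where the lines also differed, and 20 in WT PE. The ES arrays were scanned on day 1, PE on days 2 and 3, Flk1(+) cells on days 2 and 4, Dex- cells on days 3 and 4, and all Dex+ cells on day 3. Each scan day held as many WT as DKO arrays of a state.

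For both deleted methyltransferase genes the mean of DKO cells was below that of WT cells in every state, and the difference passed in 4 of the 5. Dnmt3a was at 9.44 and 9.34 in the WT ES arrays and at 6.22 and 6.33 in the DKO ES arrays. The corresponding values were 8.30 and 8.58 against 6.18 and 6.64 in PE, and 8.81 and 8.43 against 6.49 and 6.79 in Flk1(+) cells. They were 8.0 and 8.34 against 6.72 and 6.60 in Dex- cells, and 7.47 and 7.46 against 6.51 and 6.83 in Dex+ cells. All 5 Dnmt3a probe sets had the smaller mean in DKO in each state. Dnmt3b was at 13.06 and 12.63 against 8.97 and 8.88 in ES cells, 12.06 and 12.30 against 6.64 and 6.85 in PE, and 12.03 and 11.47 against 8.11 and 7.47 in Flk1(+) cells. It was at 6.59 and 6.65 against 5.08 and 4.97 in Dex- cells and at 6.82 and 7.10 against 6.20 and 6.11 in Dex+ cells. Neither difference passed in Dex+ cells (Dnmt3a -0.80, Dnmt3b -0.81), where the other 4 Dnmt3a probe sets differed by -3.66 to -2.03 and the other Dnmt3b probe set by -0.57. In Dex- cells the latter differed by -0.37. Which probe sets read the deleted exons was not examined here.

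Gata4, the factor that the transgene supplies, was read by 2 probe sets. The brighter of them stood at 5.21 and 5.49 in WT and 5.37 and 4.81 in DKO ES cells, and at 10.25, 10.76, 10.37 and 10.48 in WT and DKO PE. In Flk1(+) cells it was at 7.99 and 8.12 in WT and 8.73 and 8.39 in DKO, and in Dex- cells at 6.46, 6.61, 6.44 and 6.41. With Dex it reached 7.60 and 7.70 in WT cells but 10.18 and 10.13 in DKO cells. The difference of these responses passed (2.62 ± 0.28), and on the other probe set it was 1.28.

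**Figure D1:**
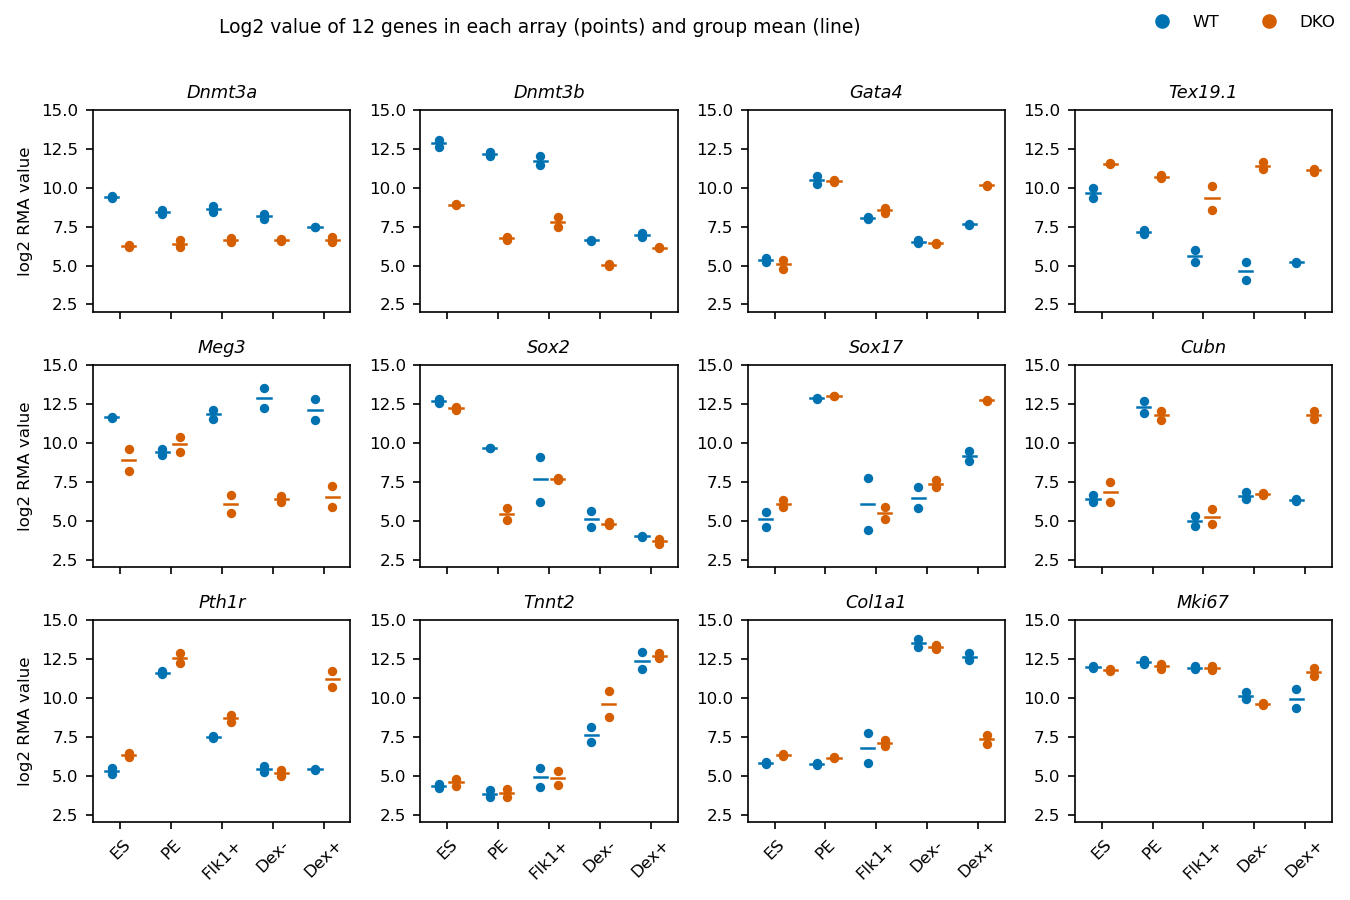
Log2 RMA values of 12 genes (vertical axis) in WT and DKO cells of 5 states (horizontal axis). Points are arrays and lines are group means. Gata4 was at 10.18 and 10.13 in DKO Dex+ cells.

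The arrays were ordered mainly by cell state. The principal components 1, 2 and 3 held 43.0%, 22.2% and 11.9% of the variance. ES cells, Flk1(+) cells and Dex- cells followed each other along component 1, and PE stood apart along component 2. DKO Dex+ cells lay near PE, and WT Dex+ cells near the Dex- cells. The paper calls the collagen culture used here unstable, with more endoderm from DKO mesoderm than OP9 co-culture at first and similar yields later. Over all genes the DKO Dex+ arrays correlated at 0.975 to 0.977 with DKO PE and at 0.952 to 0.954 with DKO Dex- cells. WT Dex+ arrays correlated at 0.932 to 0.942 with WT PE and at 0.979 to 0.986 with WT Dex- cells.

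**Figure D2:**
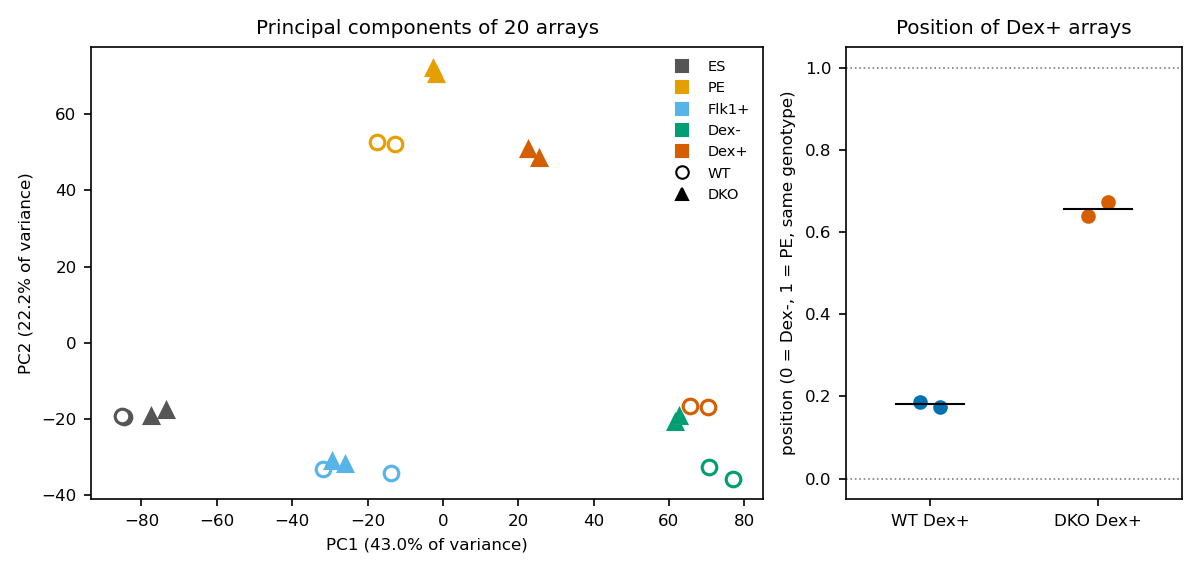
Left, the 20 arrays on principal components 1 (43.0% of variance) and 2 (22.2%), with colours for states, circles for WT and triangles for DKO. Right, position of each Dex+ array between Dex- cells (0) and PE (1) of its genotype, with lines for the means (WT 0.180, DKO 0.656).

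In ES cells germline genes were among those with the largest increases in DKO. Nxf3, an X-linked export factor of testis, led the named increases (4.50 ± 0.35, adjusted p = 4.64e-06), and the piRNA factor Asz1 (2.82), the sperm-type carrier Slc25a31 (2.80), the RNA-binding Dazl (2.31) and Tex19.1 (1.88) were higher as well. The reproductive homeobox gene Rhox5 and the interferon-inducible Gbp3 were also raised (Rhox5 (3.42) and Gbp3 (3.52)). Lower in DKO, beside the deleted genes (Dnmt3b (-3.92) and Dnmt3a (-3.12)), were the noncoding RNAs of the imprinted Dlk1-Meg3 region (Meg3 (-2.72), Rian (-2.50) and Mirg (-1.65)) and the guidance factor Ntn1 (-2.39). Other leading changes were AF067061 (4.27), Usp17la (4.10), Ubtfl1 (3.72), Pramel18 (3.23) and Insyn2b (-1.98) and Zmat4 (-1.66). In total 203 genes were higher and 49 lower, all 252 in arrays of 1 scan day. Without WT ES replicate 2 the count was 126, and without the lowest 40% of genes 120. Gbp3 did not pass when any of the 4 ES arrays was left out (3.16 to 3.89), nor did Rhox5 (3.15 to 3.58), Meg3 (-2.75 to -2.01) and Rian (-2.54 to -1.91) for 3 of the 4.

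Of the germline list, 11 of 21 stood higher, 0 lower and 10 did not pass (median change 1.01, adjusted p = 9.86e-18). The list of DNA methylation machinery, in which Tet2 (-1.04) was lower, passed only through the deleted genes (adjusted p = 0.114 without them). Genes of antigen presentation, with H2-K1 (1.14), leaned higher (1 of 17 stood higher, 0 lower and 16 did not pass (5 and 0 within the list), median change 0.68, adjusted p = 2.03e-06, adjusted p = 0.399 with an estimated correlation). So did those of parietal endoderm (0 of 11 stood higher, 0 lower and 11 did not pass (3 and 0 within the list), median change 0.66, adjusted p = 0.000679, adjusted p = 0.416 with an estimated correlation), of fibroblasts, with Vim (1.04) (1 of 18 stood higher, 0 lower and 17 did not pass (2 and 0 within the list), median change 0.45, adjusted p = 0.000216, adjusted p = 0.291 with an estimated correlation), and of smooth muscle, with Acta2 (1.83) (1 of 19 stood higher, 0 lower and 18 did not pass, median change 0.27, adjusted p = 0.00625, adjusted p = 0.416 with an estimated correlation, and 0.143 without DKO ES replicate 2). The keratin Krt8 (1.44), the endothelial Flt1 (1.56) and Cd34 (1.10) and the endoderm factor Foxa1 (1.42) were higher singly, in lists that did not pass.

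ES cells of both genotypes gained primitive endoderm genes with Dex, and pluripotency genes leaned lower. Sox17, which drives endoderm formation, rose by 7.77 in WT and 6.95 in DKO. Pdgfra, a receptor of primitive endoderm, rose by 7.27 and 7.03, and the basement membrane collagen Col4a2 by 6.95 and 6.29. Nanog, which holds ES cells undifferentiated, fell (-4.09 and -6.65). In WT, Bmper (6.84), Cryab (6.72), Dram1 (6.65), Foxq1 (6.54) and Pth1r (6.32) also led the increases, and Enox1 (-4.60), Morc1 (-4.48), Tdrd12 (-4.35), Ccdc160 (-4.21), Nr0b1 (-4.15), Vegfc (-4.14) and Prdm14 (-4.08) the decreases. With cross-hybridising probe sets left out, Cryab was read by another probe set and stood at 0.024. In DKO the leading increases were Bmper (7.36), Thbd (6.59), Sox7 (6.47), Srgn (6.31) and Pth1r (6.24) and the leading decreases Fgf4 (-7.33), Tdgf1 (-7.32), Sox2 (-6.76), Slc7a3 (-6.25), Etv5 (-6.23), Igfbp2 (-6.17) and Ifitm1 (-6.08). In WT 1397 genes rose and 1191 fell, and in DKO 1480 and 1488. The scan day could not be separated from this step, since no PE array shared a day with ES cells.

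Of the primitive endoderm list, 16 of 17 rose, 0 fell and 1 did not pass in WT (median change 3.38, adjusted p = 1.35e-16), and 15 of 17 rose, 0 fell and 2 did not pass in DKO (median change 3.89, adjusted p = 6.25e-15). For parietal endoderm and basement membrane, 11 of 11 rose, 0 fell and 0 did not pass in WT (median change 4.91, adjusted p = 5.19e-14) and 11 of 11 rose, 0 fell and 0 did not pass in DKO (median change 5.05, adjusted p = 3.25e-13, adjusted p = 0.0535 with an estimated correlation). Among the secreted proteins of visceral endoderm 5 of 15 rose, 0 fell and 10 did not pass in WT (median change 0.26, adjusted p = 0.00658, adjusted p = 0.142 with an estimated correlation) and 5 of 15 rose, 0 fell and 10 did not pass in DKO (median change 0.37, adjusted p = 0.00182, adjusted p = 0.0822 with an estimated correlation). Of the pluripotency genes 2 of 22 rose, 17 fell and 3 did not pass in WT (median change -2.38, adjusted p = 2.72e-10, adjusted p = 0.0532 with an estimated correlation) and 1 of 22 rose, 17 fell and 4 did not pass in DKO (median change -3.39, adjusted p = 4.41e-12, adjusted p = 0.0535 with an estimated correlation). Germline genes fell in WT (0 of 21 rose, 11 fell and 10 did not pass, median change -2.12, adjusted p = 1.02e-07) and leaned lower in DKO (2 of 21 rose, 8 fell and 11 did not pass, median change -0.70, adjusted p = 0.0035, adjusted p = 0.177 with an estimated correlation). The list of definitive and gut endoderm did not pass in WT (adjusted p = 0.595) or in DKO (adjusted p = 0.953).

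In directly derived PE germline genes were among those higher in DKO and pluripotency genes among those lower. Dazl led the named increases in DKO (5.43 ± 0.45, adjusted p = 3.97e-06), with Nxf3 (5.34), Slc25a31 (5.25), Asz1 (5.09), Gpat2 (4.19) and Tex19.1 (3.57), all active in germ cells. Lower in DKO PE were the pluripotency genes Tdgf1 (-4.35), Sox2 (-4.22), Fgf4 (-3.67), Pou5f1 (-2.38) and Nanog (-2.32). The parietal endoderm surface protein Thbd (4.05) and Wfdc15a (4.06) and Rpl39l (4.03) were higher, and Dnmt3b (-5.43), Mtm1 (-3.88), Ifitm1 (-3.65), Perp (-3.33) and Lefty2 (-3.26) lower. In total 206 genes were higher and 150 lower in DKO. A block for scan day gave 353, and within days 2 and 3, 309 and 337 of the 356 were at least 2-fold in the same direction. Without DKO PE replicate 2 the count was 223. Perp did not pass without DKO PE replicate 2 (-2.64) or WT PE replicate 1 (-2.99).

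Of the pluripotency list 0 of 22 stood higher, 10 lower and 12 did not pass (median change -0.99, adjusted p = 4.38e-16). Of the germline list 10 of 21 stood higher, 0 lower and 11 did not pass (median change 0.89, adjusted p = 4.74e-23). DNA methylation machinery without the deleted genes leaned lower (0 of 6 stood higher and 1 lower, median change -0.44, adjusted p = 0.0104, adjusted p = 0.0798 with an estimated correlation). Epithelial junction genes were split, with Cdh1 (-2.86) and Esrp1 (-1.76) lower and Grhl2 (1.64) higher (1 of 19 stood higher, 4 lower and 14 did not pass (2 and 5 within the list), median change -0.47, adjusted p = 0.0104, adjusted p = 0.883 with an estimated correlation). Parietal endoderm (1 of 11 stood higher, 0 lower and 10 did not pass (2 and 0 within the list), median change 0.46, adjusted p = 0.00133, adjusted p = 0.482 with an estimated correlation) and primitive endoderm genes (2 of 17 stood higher, 0 lower and 15 did not pass, median change 0.18, adjusted p = 0.027, adjusted p = 0.395 with an estimated correlation, and 0.193 without WT PE replicate 1 and 0.0623 without DKO PE replicate 2), the latter with Stra6 (1.24) and S100g (1.14), leaned higher. Glucocorticoid receptor targets, with Mt2 (-1.79) and Sgk1 (-1.44), leaned lower (0 of 18 stood higher, 2 lower and 16 did not pass, median change -0.14, adjusted p = 0.0295, adjusted p = 0.105 with an estimated correlation, and 0.0634 without WT PE replicate 1 and 0.0718 without DKO PE replicate 1). The cell cycle list passed (median change -0.21, adjusted p = 0.0422, adjusted p = 0.949 with an estimated correlation, and 0.337 without WT PE replicate 2 and 0.287 without DKO PE replicate 1); with scan day as a block its adjusted p was 0.0711.

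On the way to Flk1(+) mesoderm both genotypes turned on the genes of nascent mesoderm and turned off those of ES cells. Aplnr, a receptor of early mesoderm, rose by 9.24 in WT and 9.09 in DKO. The mesendoderm factors Mixl1 (6.75), Eomes (6.46) and Lhx1 (6.93) rose in WT and reached 6.04, 5.86 and 5.94 in DKO. The ES cell genes Nr0b1, Fbxo15 and Zfp42 changed by -6.09, -5.87 and -5.80 in WT and by -5.52, -5.55 and -5.32 in DKO. The other leading genes of WT were Cdh11 (7.45), Nrp1 (6.83), Pdgfra (6.44), Asb4 (6.40) and Morc1 (-6.83), Dppa2 (-6.70), Tdrd12 (-6.01), Dnmt3l (-5.70) and Fgf4 (-5.61). Those of DKO were Asb4 (8.27), Nrp1 (6.86), Cdh11 (6.64), Fosb (6.53) and Morc1 (-6.08), Fgf4 (-5.77), Eras (-5.14), Dppa2 (-5.05) and Gdf3 (-5.02). In WT 1119 genes rose and 1147 fell, and in DKO 830 and 1023. No scan day was shared with ES cells.

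Of the nascent mesoderm list 9 of 10 rose, 0 fell and 1 did not pass in WT (median change 2.90, adjusted p = 1.21e-11) and 8 of 10 rose, 0 fell and 2 did not pass in DKO (median change 2.32, adjusted p = 1e-12). For pluripotency 1 of 22 rose, 17 fell and 4 did not pass in WT (median change -3.66, adjusted p = 2.67e-17) and 1 of 22 rose, 17 fell and 4 did not pass in DKO (median change -3.36, adjusted p = 7.83e-18). Lateral plate genes leaned higher in WT (8 of 12 rose, 0 fell and 4 did not pass, median change 2.29, adjusted p = 1.25e-07, adjusted p = 0.0767 with an estimated correlation) and rose in DKO (11 of 12 rose, 0 fell and 1 did not pass (12 and 0 within the list), median change 2.49, adjusted p = 1.25e-14). Fibroblast genes rose in WT (10 of 18 rose, 0 fell and 8 did not pass (12 and 0 within the list), median change 1.67, adjusted p = 5.48e-09) and leaned higher in DKO (7 of 18 rose, 1 fell and 10 did not pass (8 and 1 within the list), median change 0.88, adjusted p = 0.000202, adjusted p = 0.136 with an estimated correlation), and germline genes fell in WT (0 of 21 rose, 11 fell and 10 did not pass, median change -2.07, adjusted p = 7.82e-10) and in DKO (0 of 21 rose, 12 fell and 9 did not pass, median change -1.33, adjusted p = 1.69e-11). The epithelial list leaned lower in WT (1 of 19 rose, 7 fell and 11 did not pass (2 and 8 within the list), median change -1.08, adjusted p = 0.00754, adjusted p = 0.473 with an estimated correlation, and 0.952 without WT Flk1+ replicate 2), and its direction was reversed without that array.

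In Flk1(+) mesoderm the germline genes Nxf3 (4.82), Tex19.1 (3.76), Slc25a31 (3.50) and Ddx4 (2.59) were higher in DKO, and so were Rhox5 (3.38), Rpl39l (2.94), Pdha2 (2.86) and Rhox13 (2.63). The imprinted RNA Meg3 stood far lower (-5.77 ± 0.60, adjusted p = 0.000146), with its neighbour Rian (-3.22) and the imprinted Zdbf2 (-1.97). The heart field factors Hand2 (2.51), Meis1 (2.10) and Isl1 (1.93) were higher in DKO. Other decreases were Dnmt3b (-3.96), Lzts1 (-2.21), Cacna2d2 (-2.01), Dnmt3a (-1.98) and Pdgfrl (-1.88). In total 72 genes were higher and 55 lower. With scan day as a block the count was 132, and within days 2 and 4, 115 and 91 of the 127 genes were at least 2-fold in the same direction. With a block for pairs of arrays it was 211. Leaving out single arrays or both parental-line arrays left 1 array in a group, whose spread then came only from other groups. Rhox5 (3.23) and Lzts1 (-2.06) did not pass without DKO Flk1(+) replicate 2. With limma on only these 4 arrays 0 genes passed (907 at an unadjusted p under 0.05, smallest adjusted p 0.271), and with SAM 0 genes (smallest q 0.2).

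Of the germline list 9 of 21 stood higher, 0 lower and 12 did not pass (10 and 0 within the list) (median change 0.83, adjusted p = 4.11e-19). Lateral plate genes leaned higher in DKO (3 of 12 stood higher, 0 lower and 9 did not pass (5 and 0 within the list), median change 0.76, adjusted p = 4.87e-06, adjusted p = 0.236 with an estimated correlation), and cardiac genes leaned higher with Myl7 (1.25) (1 of 19 stood higher, 0 lower and 18 did not pass (6 and 0 within the list), median change 0.11, adjusted p = 0.000626, adjusted p = 0.181 with an estimated correlation). In the cell cycle list 0 members passed (median change 0.17, adjusted p = 0.0131, adjusted p = 0.814 with an estimated correlation, and 0.265 without WT Flk1+ replicate 1 and 0.143 without DKO Flk1+ replicate 2). The nascent mesoderm list did not pass (adjusted p = 0.0814). Epithelial genes did not pass (adjusted p = 0.124) except with pairs as a block (0.0314).

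Without Dex, cultured mesoderm of both genotypes leaned towards genes of connective tissue and smooth muscle and left the mesendoderm genes behind. The fibroblast and smooth muscle lists were lost with an estimated correlation in both genotypes. The collagen genes Col8a1 and Col1a1, made by fibroblasts, rose by 7.04 and 6.72 in WT and 7.76 and 6.17 in DKO. Tdgf1, a Nodal co-receptor of the early embryo, changed by -9.08 and -7.20, and Lhx1 by -6.98 and -6.01. The other leading genes of WT were Postn (6.93), Ankrd1 (6.85), Cxcl12 (6.72), Glipr1 (6.62), Gas6 (6.31), Cemip (6.07) and Eomes (-7.86), Mixl1 (-6.69), Otx2 (-6.55), Car2 (-6.32), Cyp26a1 (-6.13) and Fgf5 (-6.08). Those of DKO were Inhba (6.45), Ptgs2 (6.25), Filip1l (6.04), Serpinb1a (6.03), Col3a1 (5.87), Glipr1 (5.80) and Aplnr (-7.18), Otx2 (-5.78), Pcdh8 (-5.36), Phlda2 (-5.33), Lefty2 (-5.32) and Fosb (-5.31). In WT 1362 genes rose and 1417 fell, and in DKO 1498 and 1526. Scan day as a block gave 2723 and 2956. Within day 4, where the Flk1(+) arrays were those of the parental lines, 2112 of 2779 and 2624 of 3024 were at least 2-fold in the same direction.

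Of the smooth muscle list 12 of 19 rose, 2 fell and 5 did not pass in WT (median change 2.16, adjusted p = 7.61e-07, adjusted p = 0.0715 with an estimated correlation) and 14 of 19 rose, 1 fell and 4 did not pass (14 and 2 within the list) in DKO (median change 2.04, adjusted p = 3.44e-07, adjusted p = 0.0717 with an estimated correlation). For the fibroblast list 13 of 18 rose, 1 fell and 4 did not pass in WT (median change 1.90, adjusted p = 1.04e-06, adjusted p = 0.0715 with an estimated correlation) and 10 of 18 rose, 1 fell and 7 did not pass in DKO (median change 1.94, adjusted p = 1.18e-05, adjusted p = 0.0873 with an estimated correlation). Nascent mesoderm genes fell in WT (0 of 10 rose, 9 fell and 1 did not pass, median change -2.39, adjusted p = 2.79e-10) and in DKO (0 of 10 rose, 9 fell and 1 did not pass, median change -2.36, adjusted p = 2.4e-09). Cell cycle genes leaned lower in WT (0 of 21 rose, 17 fell and 4 did not pass, median change -1.41, adjusted p = 5.47e-10, adjusted p = 0.285 with an estimated correlation) and in DKO (0 of 21 rose, 18 fell and 3 did not pass, median change -1.67, adjusted p = 9.37e-12, adjusted p = 0.146 with an estimated correlation). Germline genes leaned higher in DKO (12 of 21 rose, 0 fell and 9 did not pass, median change 1.11, adjusted p = 7.03e-07, adjusted p = 0.0619 with an estimated correlation), while in WT the list did not pass (adjusted p = 0.787).

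Without Dex, germline and placental genes were among those with the largest increases in DKO. Trap1a, an X-linked gene of trophoblast and tumours, had the largest increase in DKO (7.92 ± 0.55, adjusted p = 2.84e-07), followed by the germline genes Tex19.1 (6.77), Nxf3 (6.52), Sohlh2 (5.71), Asz1 (5.53) and Ddx4 (5.22), the placental homeobox gene Rhox6 (5.80) and Mageb16 (5.66). The cardiac genes Actc1 (4.14), Myocd (3.34) and Myl4 (2.74) were higher as well. Meg3 and Rian stood lower (Meg3 (-6.53 ± 0.60, adjusted p = 4.73e-06) and -5.70), with the receptor Aplnr (-4.73) and the chemokine Cxcl12 (-3.89). Other leading genes were Laptm5 (6.33), Asb4 (5.68) and Ctla2a (-3.63), Tmem47 (-3.58), Dcaf12l1 (-3.52) and Zfp711 (-3.39). With cross-hybridising probe sets left out, Laptm5 was read by another probe set and stood at 0.010. In total 638 genes were higher and 425 lower in DKO. With scan day as a block 1070 passed, and within days 3 and 4, 905 and 927 of the 1063 were at least 2-fold in the same direction.

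Of the germline list 14 of 21 stood higher, 0 lower and 7 did not pass (median change 2.54, adjusted p = 5.41e-25). Trophoblast genes leaned higher (4 of 10 stood higher, 0 lower and 6 did not pass, median change 0.79, adjusted p = 0.00193, adjusted p = 0.299 with an estimated correlation), as did cardiac (6 of 19 stood higher, 0 lower and 13 did not pass, median change 0.29, adjusted p = 3.16e-05, adjusted p = 0.0694 with an estimated correlation) and endothelial genes (3 of 16 stood higher, 1 lower and 12 did not pass, median change 0.46, adjusted p = 0.00881, adjusted p = 0.121 with an estimated correlation, and 0.0699 without WT Dex- replicate 2). Fibroblast genes, with Cdh11 (-2.88) and Postn (-2.24), leaned lower (1 of 18 stood higher, 5 lower and 12 did not pass (2 and 5 within the list), median change -0.43, adjusted p = 0.0112, adjusted p = 0.416 with an estimated correlation). The pluripotency list leaned higher with Dppa4 (3.20), Zfp42 (2.83) and Dppa5a (1.84) (5 of 22 stood higher, 1 lower and 16 did not pass, median change 0.18, adjusted p = 0.0418, adjusted p = 0.524 with an estimated correlation, and 0.0784 without WT Dex- replicate 2 and 0.0911 without DKO Dex- replicate 2), but its adjusted p was 0.0558 with scan day and 0.0793 with pairs as a block. The methylation machinery did not pass without the deleted genes (adjusted p = 0.244). For study group 1 5 of 50 stood higher, 0 lower and 45 did not pass (median change 0.24, adjusted p = 0.00743, adjusted p = 0.494 with an estimated correlation) and for study group 2 10 of 38 stood higher, 0 lower and 28 did not pass (median change 0.35, adjusted p = 1.8e-05, adjusted p = 0.0694 with an estimated correlation). Antigen presentation genes did not pass as a list (adjusted p = 0.355), although H2-D1 (2.70) and H2-K1 (2.25) were higher, nor did hematopoietic (adjusted p = 0.0632) and epithelial genes (adjusted p = 0.117, but 0.0316 with pairs as a block).

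Over the 5 states 11 genes were higher in DKO throughout: Asz1, Gm364, Gpat2, Kdm5d, Nxf3, Pdha2, Rec114, Rhox13, Slc25a31, Sohlh2 and Tex19.1. Most of them act in germ cells, and Nxf3 differed by 4.50, 5.34, 4.82, 6.52 and 5.18 in ES, PE, Flk1(+), Dex- and Dex+ cells. No gene was lower in all 5 states, and 5 were lower in 4 states. The comparisons in Dex- and Dex+ cells shared 249 higher genes (30.7 expected if independent) and 236 lower genes (20.5 expected). ES cells and PE shared 42 higher genes (2.3 expected), and ES and Flk1(+) cells 20 (0.80 expected).

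In WT mesoderm genes of heart muscle rose with Dex. The cardiac troponin Tnnt2 (4.75 ± 0.53, adjusted p = 0.00011), the atrial light chain Myl7 (4.43 ± 0.22, adjusted p = 3.46e-08) and the cardiac cofactor Myocd (3.75) rose, with Mybpc3 (3.43). The retinal dehydrogenase Aldh1a1 led the increases (5.55 ± 0.40, adjusted p = 2.18e-06), and Fhod3 (4.89), Procr (4.86), Pdlim3 (4.54), Il33 (4.53) and Fabp3 (4.18) followed. The endoderm factors Foxq1 (3.60), Foxa2 (2.91) and Sox7 (1.64) rose too, while Sox17 at 2.70 did not pass. Decreases were smaller and led by Vat1l (-2.51), Vgll2 (-2.47), Col8a2 (-2.18), Ppbp (-2.10), Id4 (-1.97), Aard (-1.92), Nnat (-1.91) and Cavin2 (-1.90). With cross-hybridising probe sets left out, Tnnt2 was read by another probe set and changed by 0.10. In total 209 genes rose and 82 fell. SAM gave 56, the fit on only these arrays 156, and leaving out the Dex- arrays of the other scan day 190 (113 and 77). A block for scan day gave 219, and within day 3, 257 of the 291 were at least 2-fold in the same direction. Without WT Dex+ replicate 2 the count was 161, and then Ppbp (-1.82), Aard (-1.44), Cavin2 (-1.20) and Col8a2 (-2.02) did not pass. Fabp3 (3.70), Ppbp (-1.77), Aard (-1.56) and Cavin2 (-1.47) did not pass without WT Dex- replicate 1, Aard (-2.28), Col8a2 (-1.14) and Id4 (-1.46) without WT Dex- replicate 2, and Id4 (-1.65) without WT Dex+ replicate 1.

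Of the cardiac list 9 of 19 rose, 0 fell and 10 did not pass (median change 0.83, adjusted p = 1.72e-19). Study group 2 (15 of 38 rose, 0 fell and 23 did not pass (17 and 0 within the list), median change 0.77, adjusted p = 2.16e-28) and study group 1 (16 of 50 rose, 0 fell and 34 did not pass (19 and 0 within the list), median change 0.66, adjusted p = 9.26e-19) leaned higher. Primitive endoderm genes leaned higher (4 of 17 rose, 0 fell and 13 did not pass (5 and 0 within the list), median change 0.15, adjusted p = 6.65e-05, adjusted p = 0.0677 with an estimated correlation), Gata4 itself being a member, and epithelial genes too, with Cldn7 (2.22) (1 of 19 rose, 0 fell and 18 did not pass (2 and 0 within the list), median change 0.48, adjusted p = 0.00109, adjusted p = 0.597 with an estimated correlation, and 0.238 without WT Dex+ replicate 2). Fibroblast genes leaned lower (0 of 18 rose, 2 fell and 16 did not pass (1 and 2 within the list), median change -0.61, adjusted p = 2.99e-05, adjusted p = 0.113 with an estimated correlation), as did imprinted genes (0 of 20 rose, 2 fell and 18 did not pass (0 and 3 within the list), median change -0.14, adjusted p = 0.0215, adjusted p = 0.335 with an estimated correlation, and 0.146 without WT Dex- replicate 2 and 0.0898 without WT Dex+ replicate 2). Targets of the glucocorticoid receptor itself did not pass (adjusted p = 0.682), nor did germline genes (adjusted p = 0.718).

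In DKO mesoderm genes of extraembryonic endoderm rose with Dex and those of connective tissue fell. The primitive endoderm genes Sox17 (5.34), Cubn (5.08), Foxa2 (4.41) and Cited1 (4.52) and the parathyroid hormone receptor of parietal endoderm, Pth1r (6.03 ± 0.30, adjusted p = 5.46e-09), rose. So did Rbp4 (5.52) and Spink1 (6.07), which encode secreted proteins of visceral endoderm, and Pga5, a gastric pepsinogen and the largest increase (6.94 ± 0.22, adjusted p = 5.41e-11). The matrix protease Mmp2 (-6.44 ± 0.24, adjusted p = 1.69e-10) had the largest decrease, and the collagens Col1a1 (-5.92) and Col3a1 (-5.92) fell too. The heart genes Myl7 (5.83), Mybpc3 (3.94) and Ryr2 (3.56) rose as well. Other leading genes were Srgn (6.21), Aqp8 (5.43), Kit (5.42) and Ptgs2 (-6.34), Cyp1b1 (-6.27), Synpo (-6.17), Tgfbi (-5.97) and Ptx3 (-5.85). In total 844 genes rose and 908 fell. Scan day as a block gave 1747, and within day 3, 1631 of the 1752 were at least 2-fold in the same direction.

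Of the primitive endoderm list 11 of 17 rose, 0 fell and 6 did not pass (13 and 0 within the list) (median change 2.95, adjusted p = 1.19e-13). For visceral endoderm 7 of 15 rose, 0 fell and 8 did not pass (median change 0.79, adjusted p = 1.08e-08) and for parietal endoderm 8 of 11 rose, 0 fell and 3 did not pass (median change 2.23, adjusted p = 3.01e-09). Of the fibroblast list 0 of 18 rose, 12 fell and 6 did not pass (0 and 13 within the list) (median change -2.55, adjusted p = 3.97e-16), and of the smooth muscle list, with Pdgfrb (-5.05), 0 of 19 rose, 11 fell and 8 did not pass (median change -1.29, adjusted p = 6.59e-10). Cardiac genes leaned higher (6 of 19 rose, 0 fell and 13 did not pass (8 and 0 within the list), median change 0.56, adjusted p = 4.98e-05). Germline genes leaned lower, led by Mael (-2.78), Stk31 (-2.64) and Ddx4 (-2.49) (1 of 21 rose, 9 fell and 11 did not pass (1 and 10 within the list), median change -0.83, adjusted p = 1.15e-07), and imprinted genes too, with Dlk1 (-4.38) and Cdkn1c (-3.33) (0 of 20 rose, 9 fell and 11 did not pass, median change -0.80, adjusted p = 3.49e-07). Study group 1 rose (28 of 50 rose, 0 fell and 22 did not pass (29 and 0 within the list), median change 1.37, adjusted p = 2.2e-22), and study group 2 leaned higher (15 of 38 rose, 0 fell and 23 did not pass (16 and 0 within the list), median change 0.56, adjusted p = 1.06e-08).

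The cell cycle list leaned higher in DKO with Mki67 (2.06) and Ccna2 (1.74) (11 of 21 rose, 0 fell and 10 did not pass, median change 1.03, adjusted p = 1.28e-10, adjusted p = 0.162 with an estimated correlation). Pluripotency genes leaned higher with Dppa5a (3.50), Fbxo15 (3.25) and Klf4 (2.95) (8 of 22 rose, 0 fell and 14 did not pass, median change 0.19, adjusted p = 0.00297, adjusted p = 0.268 with an estimated correlation), and so did epithelial genes with Cldn6 (3.13) and Cldn7 (3.03) (5 of 19 rose, 0 fell and 14 did not pass, median change 0.67, adjusted p = 0.0108, adjusted p = 0.458 with an estimated correlation) and the methylation machinery with Uhrf1 (1.50) and Dnmt1 (1.18) (3 of 8 rose, 0 fell and 5 did not pass, median change 0.54, adjusted p = 0.029, adjusted p = 0.085 with an estimated correlation, and 0.0606 without the deleted genes). Lateral plate genes leaned lower with Bmp4 (-4.03) (1 of 12 rose, 4 fell and 7 did not pass, median change -0.67, adjusted p = 0.029, adjusted p = 0.353 with an estimated correlation, and 0.0546 without DKO Dex- replicate 2, and 0.0581 with scan day as a block). Glucocorticoid receptor targets leaned lower as well (1 of 18 rose, 7 fell and 10 did not pass, median change -0.26, adjusted p = 0.0438, adjusted p = 0.085 with an estimated correlation, and 0.102 without DKO Dex- replicate 2 and 0.0835 without DKO Dex+ replicate 1, and 0.0543 with scan day as a block).

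The responses of DKO and WT mesoderm to Dex differed in 1066 genes when the difference itself was tested. The response was higher in DKO for Pga5 (6.41 ± 0.31, adjusted p = 2.32e-08), Pth1r (6.03 ± 0.43, adjusted p = 7.16e-07), the endoderm endocytic receptor Cubn (5.35 ± 0.57, adjusted p = 4.31e-05), the stem cell factor receptor Kit (5.68) and Aqp8 (5.30), Car8 (5.27), Epop (5.23) and Rbp4 (5.17). It was lower for the protease inhibitor Serpinb1a (-6.26 ± 0.59, adjusted p = 1.23e-05), the matrix genes Tnc (-5.95), Mmp2 (-5.59), Sulf1 (-5.43) and Col1a1 (-5.06), the growth factors Fgf5 (-5.91) and Inhba (-5.49) and Ptgs2 (-5.53) and Synpo (-5.30). Heart genes were split, with a higher response for Myl7 (1.40) and Ryr2 (1.24) and a lower for Myocd (-3.33), Tbx18 (-2.96) and Mef2c (-1.72), Myocd being higher in DKO without Dex already (3.34). With cross-hybridising probe sets left out, Car8 was read by another probe set and differed by 0.26. Ptgs2 did not pass when any of the 8 arrays was left out (-5.82 to -5.24). In total 496 genes had a higher and 570 a lower response in DKO. Without the Dex- arrays of the other scan day 609 passed, and with scan day as a block 1020. Within day 3, 983 of the 1066 were at least 2-fold in the same direction. Of the genes with the higher response 420 rose in DKO and 14 fell in WT, and of those with the lower response 457 fell in DKO and 51 rose in WT.

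The primitive endoderm list leaned to a higher response in DKO (8 of 17 stood higher, 0 lower and 9 did not pass (9 and 0 within the list), median difference 1.41, adjusted p = 2.93e-10), and so did visceral endoderm genes (7 of 15 stood higher, 0 lower and 8 did not pass, median difference 0.80, adjusted p = 1.53e-08). Parietal endoderm genes leaned the same way (6 of 11 stood higher, 0 lower and 5 did not pass (7 and 0 within the list), median difference 1.59, adjusted p = 2.76e-07, adjusted p = 0.08 with an estimated correlation). The response was lower for fibroblast genes (0 of 18 stood higher, 11 lower and 7 did not pass (0 and 12 within the list), median difference -2.01, adjusted p = 1.41e-12), and smooth muscle genes leaned lower (0 of 19 stood higher, 5 lower and 14 did not pass (0 and 9 within the list), median difference -1.40, adjusted p = 1.82e-08). So did germline genes (1 of 21 stood higher, 8 lower and 12 did not pass, median difference -0.86, adjusted p = 3.85e-07) and imprinted genes (0 of 20 stood higher, 6 lower and 14 did not pass (0 and 8 within the list), median difference -0.72, adjusted p = 3.2e-05). The methylation machinery leaned higher (1 of 8 stood higher, 0 lower and 7 did not pass (3 and 0 within the list), median difference 0.75, adjusted p = 0.00171, but adjusted p = 0.0575 with an estimated correlation without the deleted genes). Study group 1, picked by the study for such a response in another culture, leaned higher (10 of 50 stood higher, 0 lower and 40 did not pass (13 and 0 within the list), median difference 0.56, adjusted p = 1.82e-08, adjusted p = 0.0575 with an estimated correlation). The cardiac list (2 of 19 stood higher, 3 lower and 14 did not pass (5 and 4 within the list), median difference -0.0194, adjusted p = 0.313) and study group 2 (2 of 38 stood higher, 6 lower and 30 did not pass (3 and 6 within the list), median difference -0.10, adjusted p = 0.0906) did not pass.

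Over all genes the 2 Dex responses correlated at 0.389. Both genotypes shared 117 genes that rose (9.7 expected if independent) and 49 that fell (4.09 expected), and 8 changed in opposite directions. Cell cycle genes (7 of 21 stood higher, 0 lower and 14 did not pass (11 and 0 within the list), median difference 1.05, adjusted p = 6.97e-11, adjusted p = 0.166 with an estimated correlation) and pluripotency genes (5 of 22 stood higher, 0 lower and 17 did not pass (5 and 1 within the list), median difference 0.0253, adjusted p = 0.00445, adjusted p = 0.286 with an estimated correlation) leaned to a higher response in DKO. Leaning to a lower response were lateral plate (1 of 12 stood higher, 2 lower and 9 did not pass (2 and 5 within the list), median difference -0.89, adjusted p = 0.03, adjusted p = 0.355 with an estimated correlation, and 0.0673 without WT Dex- replicate 2 and 0.0509 without DKO Dex- replicate 1), antigen presentation (0 of 17 stood higher, 2 lower and 15 did not pass (0 and 3 within the list), median difference -0.55, adjusted p = 0.00472, adjusted p = 0.357 with an estimated correlation) and neuroectoderm genes (0 of 12 stood higher, 0 lower and 12 did not pass (0 and 1 within the list), median difference -0.29, adjusted p = 0.0247, adjusted p = 0.166 with an estimated correlation, and 0.0626 without WT Dex- replicate 1 and 0.0509 without DKO Dex- replicate 1 and 0.086 without WT Dex+ replicate 2). So were trophoblast genes (0 of 10 stood higher, 1 lower and 9 did not pass, median difference -1.01, adjusted p = 0.033, adjusted p = 0.347 with an estimated correlation, and 0.0626 without WT Dex- replicate 1 and 0.0556 without DKO Dex- replicate 1 and 0.0536 without WT Dex+ replicate 2 and 0.0639 without DKO Dex+ replicate 2, and 0.0568 with pairs as a block) and glucocorticoid receptor targets (0 of 18 stood higher, 3 lower and 15 did not pass, median difference -0.29, adjusted p = 0.022, adjusted p = 0.0575 with an estimated correlation, and 0.0504 without DKO Dex- replicate 2). Stress and p53 genes leaned lower too (0 of 16 stood higher, 2 lower and 14 did not pass, median difference -0.44, adjusted p = 0.0409, adjusted p = 0.196 with an estimated correlation, and 0.163 without WT Dex- replicate 1 and 0.058 without DKO Dex- replicate 1 and 0.0535 without DKO Dex- replicate 2 and 0.061 without WT Dex+ replicate 2 and 0.0705 without DKO Dex+ replicate 2, and 0.0708 with pairs as a block).

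**Figure D3:**
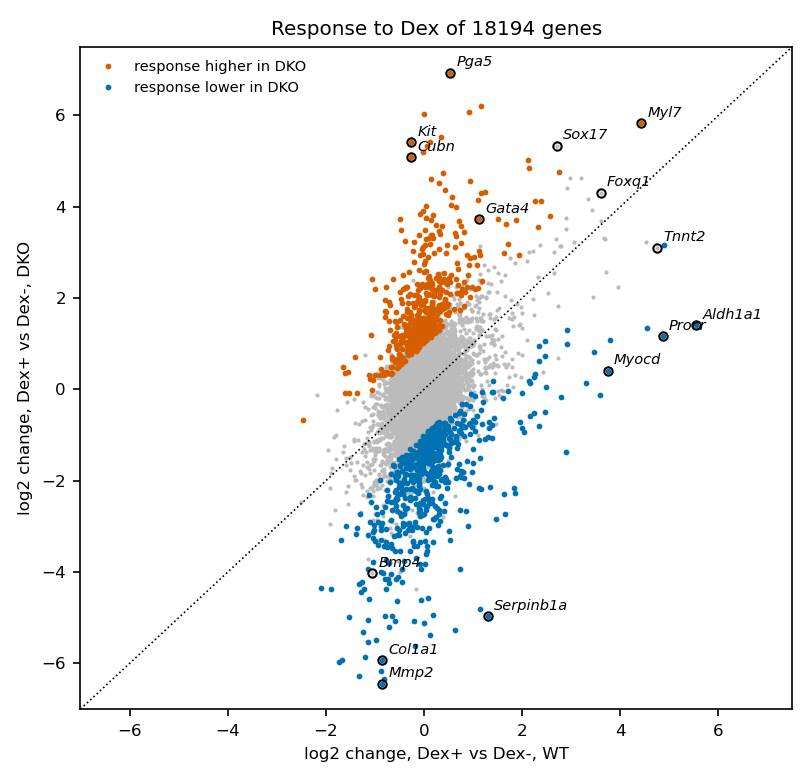
Log2 change from Dex- to Dex+ cells in WT (horizontal axis) and DKO (vertical axis) for 18194 genes, each a point. Colours mark the 496 genes with a higher and the 570 with a lower response in DKO, and the dotted line marks equal responses.

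With Dex, DKO mesoderm carried more primitive endoderm and germline and fewer matrix transcripts than WT mesoderm. The proteoglycan core gene Srgn (6.84 ± 0.28, adjusted p = 7.33e-10), Tspan8 (6.41), Pga5 (6.37), Pth1r (5.80) and Cubn (5.46), of endoderm-derived tissues, and the growth factor receptor Kit (6.21) were higher. Trap1a, Mageb16 and Tex19.1 stayed higher than in WT (6.39, 6.31 and 5.91). The caveolar gene Cav1 (-6.78 ± 0.52, adjusted p = 3.78e-07), Postn (-5.62), Col11a1 (-5.61) and Mmp2 (-5.64) of the matrix, the chemokine Cxcl12 (-5.65), Ctla2a (-5.62) and Synpo (-5.40) and the imprinted Meg3 (-5.58) were lower. In total 876 genes were higher and 879 lower, all in arrays of scan day 3. A block for scan day gave 1735.

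Of the primitive endoderm list 12 of 17 stood higher, 0 lower and 5 did not pass (13 and 0 within the list) (median change 2.19, adjusted p = 7.67e-13), of visceral endoderm 7 of 15 stood higher, 0 lower and 8 did not pass (median change 0.89, adjusted p = 2.25e-09) and of parietal endoderm 5 of 11 stood higher, 0 lower and 6 did not pass (median change 1.09, adjusted p = 1.7e-07, adjusted p = 0.0951 with an estimated correlation). For fibroblast genes 0 of 18 stood higher, 13 lower and 5 did not pass (median change -2.53, adjusted p = 1.43e-16) and for smooth muscle 0 of 19 stood higher, 9 lower and 10 did not pass (0 and 10 within the list) (median change -1.12, adjusted p = 1.04e-06, adjusted p = 0.0743 with an estimated correlation). Of the germline list 11 of 21 stood higher, 0 lower and 10 did not pass (median change 1.23, adjusted p = 4.04e-12) and of imprinted genes 0 of 20 stood higher, 9 lower and 11 did not pass (median change -0.97, adjusted p = 7.24e-09). Study group 1 leaned higher (22 of 50 stood higher, 0 lower and 28 did not pass, median change 0.81, adjusted p = 6.92e-14). The embryonic globin Hbb-y (5.15) led the hematopoietic list (2 of 11 stood higher, 0 lower and 9 did not pass, median change 0.18, adjusted p = 0.0447, adjusted p = 0.263 with an estimated correlation, and 0.133 without WT Dex+ replicate 1 and 0.0863 without DKO Dex+ replicate 1), whose adjusted p was 0.0622 with scan day and 0.0722 with pairs as a block. Cell cycle (11 of 21 stood higher, 0 lower and 10 did not pass, median change 1.05, adjusted p = 1.94e-10, adjusted p = 0.183 with an estimated correlation), pluripotency (9 of 22 stood higher, 0 lower and 13 did not pass (10 and 0 within the list), median change 0.47, adjusted p = 1.61e-05, adjusted p = 0.162 with an estimated correlation), cardiac (7 of 19 stood higher, 1 lower and 11 did not pass, median change 0.48, adjusted p = 0.0141, adjusted p = 0.171 with an estimated correlation, and 0.0863 without DKO Dex+ replicate 1) and endothelial genes (3 of 16 stood higher, 0 lower and 13 did not pass, median change 0.11, adjusted p = 0.0447, adjusted p = 0.177 with an estimated correlation, and 0.0955 without WT Dex+ replicate 2 and 0.066 without DKO Dex+ replicate 1) leaned higher, and lateral plate genes lower (1 of 12 stood higher, 7 lower and 4 did not pass, median change -1.31, adjusted p = 0.0213, adjusted p = 0.306 with an estimated correlation). Epithelial genes did not pass (7 of 19 stood higher, 1 lower and 11 did not pass (7 and 2 within the list), median change 0.49, adjusted p = 0.0568) except with a block for pairs (0.0204) or scan day (0.046).

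**Figure D4:**
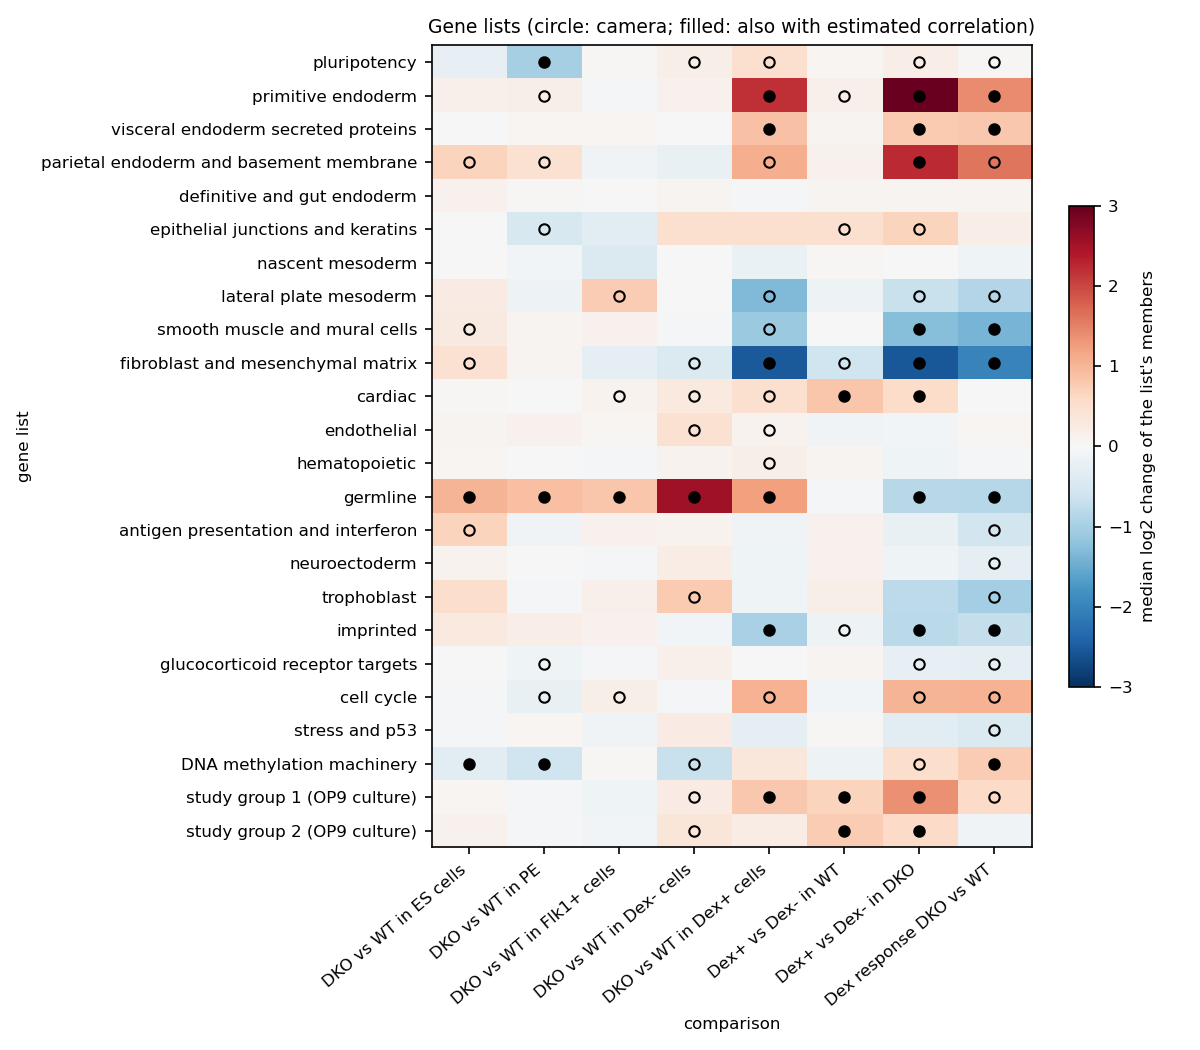
Median log2 change (colour) of 24 gene lists (vertical axis) in 8 comparisons (horizontal axis). Circles mark lists that passed with camera, filled where they also passed with an estimated correlation.

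Compared with PE, Dex+ cells of both genotypes were higher in Aldh1a1 (7.62 in WT and 4.75 in DKO) and the heart gene Tnnt2 (8.55 and 8.84). Tnnt2 was at 3.61 to 4.11 in PE, under the lower quartile of each array, so that its differences are not exact, and they were 0.34 and 0.56 with cross-hybridising probe sets left out. WT Dex+ cells were also higher in Col8a1 (8.11), Col1a2 (7.37), Ptgs2 (7.27), Col4a5 (7.17), Postn (6.93) and Emp1 (6.93) and lower in the pluripotency genes Dppa5a (-6.81), Fbxo15 (-6.36) and Zfp42 (-5.90), the endoderm genes Pth1r (-6.21) and Cubn (-5.96) and Trap1a (-6.57), Mageb16 (-6.45) and Srgn (-6.20). DKO Dex+ cells were higher in Actc1 (6.51), Myl7 (6.34), Hbb-y (5.57), Cdh2 (5.27), Tspan8 (4.67) and Efemp1 (4.44) and lower in Ptk6 (-5.05), Dnmt3l (-4.49), Cmklr1 (-4.08), Ankrd33b (-3.74), Sema6d (-3.70), Cck (-3.69), Meg3 (-3.37) and Acaa1b (-3.29). In WT 1116 genes were higher and 1128 lower than in PE, and in DKO 496 and 317. Scan day as a block gave 2208 and 741, and within day 3, 2133 of 2244 and 745 of 813 were at least 2-fold in the same direction.

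Of the cardiac list 8 of 19 stood higher, 0 lower and 11 did not pass in WT (median change 0.84, adjusted p = 6.68e-08) and 12 of 19 stood higher, 0 lower and 7 did not pass (13 and 1 within the list) in DKO (median change 1.65, adjusted p = 8.46e-21). Primitive endoderm genes stood lower than in PE in WT (0 of 17 stood higher, 13 lower and 4 did not pass (0 and 14 within the list), median change -2.65, adjusted p = 1.61e-12) and leaned lower in DKO (0 of 17 stood higher, 4 lower and 13 did not pass (1 and 4 within the list), median change -0.28, adjusted p = 0.0067, adjusted p = 0.151 with an estimated correlation). Fibroblast genes stood higher in WT (14 of 18 stood higher, 0 lower and 4 did not pass, median change 4.13, adjusted p = 2e-19) and leaned higher in DKO (5 of 18 stood higher, 0 lower and 13 did not pass (7 and 0 within the list), median change 0.65, adjusted p = 1.81e-06, adjusted p = 0.0706 with an estimated correlation). Study group 2 leaned higher in WT (16 of 38 stood higher, 0 lower and 22 did not pass, median change 0.88, adjusted p = 2.12e-13) and stood higher in DKO (23 of 38 stood higher, 0 lower and 15 did not pass, median change 1.51, adjusted p = 8.35e-36). The germline list leaned lower in WT (0 of 21 stood higher, 3 lower and 18 did not pass, median change -0.12, adjusted p = 0.0346, adjusted p = 0.283 with an estimated correlation, and 0.0952 without WT Dex+ replicate 1, and 0.0982 with scan day as a block). For smooth muscle 13 of 19 stood higher, 0 lower and 6 did not pass (14 and 0 within the list) in WT (median change 1.69, adjusted p = 2.63e-11), and for imprinted genes 12 of 20 stood higher, 1 lower and 7 did not pass (median change 1.99, adjusted p = 2.63e-11). In DKO parietal endoderm (adjusted p = 0.129) and epithelial genes (adjusted p = 0.119) passed only with scan day as a block (0.0295 and 0.0167, lower).

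On the line from Dex- cells to PE, the WT Dex+ arrays stood at 0.186 and 0.174 and the DKO Dex+ arrays at 0.639 and 0.672. The means were 0.180 ± 0.0083 and 0.656 ± 0.0233 (SD, n = 2), a difference of 0.476 (exact permutation p = 0.333, the smallest that 2 against 2 arrays can give). Of the genes that rose with Dex, 87 of 209 in WT (41.6%; 16.1 expected if independent, odds ratio 9.08, Fisher exact p = 2.3e-42) and 347 of 844 in DKO (41.1%; 68.7 expected, odds ratio 9.99, p = 3.36e-164) had also risen when ES cells became PE. Of the genes that fell, 12 of 82 in WT (14.6%; 5.37 expected, odds ratio 2.46, Fisher exact p = 0.00689) and 241 of 908 in DKO (26.5%; 74.3 expected, odds ratio 4.65, p = 1.63e-65) had fallen in that step as well. Endoderm genes such as Foxq1 and Foxa2 were among the genes that rose in both steps in both genotypes.

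Over the 16 comparisons 180 of the list results passed with camera, and 60 of them held with an estimated correlation. Those that held in the interaction were primitive endoderm, visceral endoderm, smooth muscle, fibroblast, germline, imprinted genes and, only with the deleted genes, DNA methylation machinery. The germline list held in the comparison of genotypes in each of the 5 states.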

Values the study reported

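In mesoderm derived by OP9 co-culture and read on another array platform, the study reported 941 genes whose level in DKO cells exceeded that in WT cells more than 4-fold at 72 hr without Gata4 activation. In that culture it separated 710 Gata4-responsive genes from 974 genes sensitive to DNA methylation.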

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

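Of the tests in this part, those of the starting difference as the whole cause, of a mixture with PE, of PE among the Flk1(+) cells and both of pluripotency genes in DKO Dex+ cells were chosen after the results were seen.

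The Dex response of 1066 genes differed between DKO and WT mesoderm. The lists that passed with a higher response in DKO had median differences of 0.0253 (pluripotency), 1.41 (primitive endoderm), 0.80 (visceral endoderm), 1.59 (parietal endoderm), 1.05 (cell cycle), 0.75 (DNA methylation machinery) and 0.56 (study group 1). Those with a lower response had -0.89 (lateral plate), -1.40 (smooth muscle), -2.01 (fibroblast), -0.86 (germline), -0.55 (antigen presentation), -0.29 (neuroectoderm), -1.01 (trophoblast), -0.72 (imprinted), -0.29 (glucocorticoid receptor targets) and -0.44 (stress and p53). Of these 17 lists 7 held with an estimated correlation (DNA methylation machinery not without the deleted genes, adjusted p = 0.0575); for the others the adjusted p was 0.286 (pluripotency), 0.08 (parietal endoderm), 0.166 (cell cycle), 0.0575 (study group 1), 0.355 (lateral plate), 0.357 (antigen presentation), 0.166 (neuroectoderm), 0.347 (trophoblast), 0.0575 (glucocorticoid receptor targets) and 0.196 (stress and p53). Single genes with large differences were Pga5 (6.41), Pth1r (6.03), Kit (5.68), Cubn (5.35), Aqp8 (5.30), Car8 (5.27), Epop (5.23), Rbp4 (5.17), Serpinb1a (-6.26), Tnc (-5.95), Fgf5 (-5.91), Mmp2 (-5.59), Ptgs2 (-5.53), Inhba (-5.49), Sulf1 (-5.43) and Synpo (-5.30). Car8 differed by 0.26 on another probe set, and Ptgs2 did not pass with any of the 8 arrays left out. Among 10092 probe sets without a single gene name that were tested, 102 differed as well, 58 with a higher and 44 with a lower response in DKO.

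Part of the larger response in DKO may rest on a difference already present without Dex, which the shared Dex- arrays keep open. Of the 1066 genes, 61.4% (654) also differed between genotypes in Dex+ cells in the direction of the response (66.5% of those with a higher and 56.8% of those with a lower response), and 23% (245; 65 of 496 and 180 of 570) differed the opposite way in Dex- cells. As the whole cause this was excluded, since 57.8% (616) differed in Dex+ cells and not the opposite way in Dex- cells. A mixture of unchanged Dex- cells with PE would leave no gene above both, but 13.9% (117 of 844) of the genes that rose in DKO stood above both, 6 of the cardiac list among them. PE cells in the Flk1(+) sort were excluded too. For 22 genes at least 16-fold higher in WT PE the median share of DKO PE above the ES level was -0.00254 in DKO Flk1(+) cells. Quartiles were -0.0111 and 0.00314, and DKO Dex+ cells had 0.483.

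Pluripotency genes stood higher in WT PE than in DKO PE, and ES cells left in the WT cultures may be a source. DKO PE levels were subtracted from WT PE and WT ES. The 63 other genes that fell at least 16-fold in DKO had a median of 9.84% of WT ES in WT PE (quartiles 5.41% and 15.3%). The pattern's 10 pluripotency genes had 9.39% (ratio 1.05), as such cells would give. They could not give Tbx3 (-437%), lower in WT ES than in DKO PE. Only 39 of the 63 were higher in WT than in DKO PE. A slower loss of these transcripts in all WT cells would give the same ratio and stays open.

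Of the pluripotency list, 8 genes rose with Dex in DKO mesoderm. ES cells in these cultures were excluded as the cause. Gains were divided by the ES minus the Dex- level. For 29 other genes at least 16-fold higher in DKO ES than in PE and Dex- cells the median was -0.484% (quartiles -1.94% and 0.361%). For the genes that rose it was 21.9% (ratio -0.0221). Of these 8 genes, 87.5% stood at least 2-fold higher in DKO PE than in DKO Dex- cells, against 2 of the 14 others. Genes that PE also keeps may therefore make up this pattern.

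With 1 transgenic clone per genotype a trait of the clone stays open for every difference between genotypes outside the Flk1(+) cells. In Flk1(+) cells the parental lines alone were at least 2-fold apart in the same direction for 91 of the 127 genes, which were called with these arrays included; a trait of the lines stays open. The study's Dnmt1-deficient cells, which it brings against an effect of the clone, were not analysed here. A mixture of endoderm-like and heart-like cells was not tested.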

How the results depend on the processing

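The list of methylation machinery without the deleted genes, the pair blocks within states and over Dex- and Dex+ cells, leaving out the parental-line arrays and leaving out the Dex- arrays of the other scan day were chosen after the results were seen. The cause of a change was not tested unless it is named.

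DKO against WT in Flk1(+) cells (127 genes) moved most. The count was 0 on only its arrays and 0 with SAM (907 genes at an unadjusted p under 0.05 with limma), 37 with array weights, 207 with chip lot as a block, 211 with the pair block and 551 without the parental-line arrays. Leaving out single arrays gave 97 to 394. For ES cells (252) leaving out the lowest 40% of genes gave 120, and single arrays 126 to 240. For PE (356) single arrays gave 223 to 269. The WT Dex response (291) counted 156 genes on only its arrays, 56 with SAM, 190 without the Dex- arrays of the other scan day and 161 to 312 without single arrays. The interaction (1066) counted 609 without those Dex- arrays. The block over Dex- and Dex+ cells gave 310 in WT, 1751 in DKO and 1157 for the interaction and changed no list call.

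With every probe set tested on its own the counts rose by construction, since a gene can count more than once. They were 4896 and 5545 for PE against ES cells in WT and DKO, 544 for genotype in PE, 4216 and 3218 for Flk1(+) against ES cells, 5066 and 5509 for Dex- against Flk1(+) cells, and 1768 for genotype in Dex- cells. For the Dex response of DKO the count was 3022, for genotype in Dex+ cells 2977, and for Dex+ cells against PE 3930 and 1285.

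At an unadjusted p under 0.01 and over 4-fold, a stricter fold by construction, 66 genes passed for genotype in ES cells, 92 in PE, 29 in Flk1(+), 247 in Dex- and 512 in Dex+ cells. PE against ES cells gave 754 and 920, Flk1(+) against ES cells 621 and 505, and Dex- against Flk1(+) cells 841 and 822. The Dex responses gave 78 and 534, the interaction 397, and Dex+ cells against PE 750 and 226.

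Of 180 list results 60 held with an estimated correlation. The list of epithelial junctions and keratins in Flk1(+) against ES cells in WT was reversed without WT Flk1(+) replicate 2 (adjusted p = 0.952), and over single arrays its adjusted p ran from 2.11e-07 to 0.952. The difference in position (0.476) was 0.547 on the WT axis, 0.522 with the genes of the other genotype and 0.450 to 0.492 without single arrays. With no fold limit, which lengthens both gene sets by construction, the overlaps were 147 and 38 genes in WT and 733 and 501 in DKO. Component 1 held 30.1% with unit variance, 45.2% without the lowest 40% of genes and 45.5% with the 3000 most variable genes.

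With replicate number as a block over all arrays no count moved by more than 1.5 times (the interaction was 1087). Of 256 named results 216 held in all alternatives, and 0 reversed.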

Other observations

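The test of X-linked genes was chosen after Xist had been seen among the genes that differed.

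Single sex-linked and globin transcripts also differed between genotypes. Xist, the RNA that silences an X chromosome, stood higher in DKO by 5.64 in Dex- and 4.80 in Dex+ cells, while it differed by -0.37 in ES cells, 1.19 in PE and 0.45 in Flk1(+) cells without passing. The Y-linked demethylase Kdm5d was higher in DKO in all 5 states (1.89 in ES cells and 2.84 in Dex- cells), whereas the Y-linked Uty (0.16 and -0.0728) and Eif2s3y (0.0328 and 0.79) did not pass. The embryonic globins Hbb-y and Hbb-bh1 rose with Dex in DKO (3.60 and 2.38), with differences of response of 3.36 and 2.08.

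Single genes of growth and methylation rose with Dex in DKO mesoderm, in lists lost with an estimated correlation (adjusted p = 0.162 and 0.085). Mki67, a marker of dividing cells, rose by 2.06 there and changed by -0.21 in WT (difference 2.27). Uhrf1 and Dnmt1, which copy methylation to new strands, rose by 1.50 and 1.18 (differences 1.66, and 1.41, which did not pass).

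X-linked genes in DKO Dex- cells may be expressed less because of Xist. The median change of 310 expressed X-linked genes lay -0.323 from that of 8954 other genes there (-0.288 and -0.379 in the 2 pairs of replicates, camera p = 5.53e-07, and p = 0.0197 with an estimated correlation). The same difference was 0.0203 in ES cells, -0.0198 in PE, 0.013 in Flk1(+) cells and -0.120 in Dex+ cells. The 310 genes did not pass in the latter (camera p = 0.0721, and p = 0.343 with an estimated correlation), although Xist was raised there too. A trait of the DKO clone stays open, and cells with and without Xist were not separated here.

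At an unadjusted p under 0.01 and over 4-fold, 178 genes were higher in DKO than in WT Dex- cells. The study's number quoted above is larger and came from another culture, time and array platform.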
